A study of Mus musculus with 12 samples.

How the data were processed

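Gene expression was measured by RNA sequencing in bone marrow-derived macrophages from wildtype and *Mirc11-/-* mice, which lack the cluster encoding miR-23a, miR-27a and miR-24-2. The cells had been polarized for 24 h with LPS and interferon gamma (M1) or with IL-4 and IL-13 (M2). The 12 libraries form 4 groups of 3. The interferon gamma dose is 50 ng/ml in the protocol of the labels and 10 ng/ml in their treatment field. Each title joins a genotype (Wt for wildtype, Ako for *Mirc11-/-*), a number shared by an M1 and an M2 library, and the polarization. The labels do not say what the number stands for, nor that the libraries of a group come from separate animals. If they do not, the p-values measure only the spread between these samples. Wildtype and *Mirc11-/-* libraries carry different numbers, so genotype cannot be separated from whatever else the numbers mark.

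The title and the treatment field disagree on the polarization of 6 libraries. Groups were taken from the titles, which the column names and the authors' comparison tables also follow. The levels of polarization markers were read in each library as a check. Grouping by the treatment field and using only the 6 libraries on which both fields agree were run as alternatives.

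The deposited table holds FPKM, which the authors computed with Cufflinks after alignment with STAR 2.5.1 to mm9. Annotation, filters and strand setting are not stated. The authors also deposited a table for each polarization with a log2 fold change and an adjusted p-value per transcript, and the labels name DESeq. These tables were used only for counts, for a comparison of signs, for the deleted microRNA genes and for *Retnla* and *Cyp4f18*. No counts of reads were used here, so the absolute depth is unknown and no intervals that need it are given. The smallest steps between low FPKM values put the depth of the libraries at 0.794 to 1.266 times that of library Wt2260M1. A mouse annotation and genome of another build served for gene names, gene order along chromosomes, transcript length, GC content and 3' UTR sequences, and no positions are given.

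Of 23863 genes in the table, 10137 had a mean of at least 1 FPKM over the 12 libraries and were tested. Values were transformed as log2(FPKM + 1), so folds of weakly expressed genes are understated. Group means were fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with moderated variances, an intensity trend and two-sided tests. The 5 comparisons were *Mirc11-/-* against wildtype in M1 and in M2, M1 against M2 in each genotype, and the difference between the *Mirc11-/-* effects in M1 and M2. Benjamini-Hochberg adjustment was made within each comparison at a threshold of 0.05. An FPKM of exactly 0 can be a failed estimate. For genes listed at 0 throughout a group, values are given and no fold. The pipeline was tested on simulated data with gene means and spreads taken from the real libraries. In *Mirc11-/-* against wildtype in M1, 96% of genes shifted by 0.5 and 30% of genes shifted by 0.25 on the log2 scale were recovered. In M2 these shares were 82% and 24%. The shifted genes were drawn only from those with a mean log2(FPKM + 1) above 1, and the simulated noise was independent between genes. The shares therefore do not cover more weakly expressed genes.

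Before the data were examined, 29 gene lists were fixed. They covered M1 markers, M2 markers, type I interferon response, MHC class II and class I presentation, chemokines, TLR pathway, NF-kB negative regulators, anti-inflammatory cytokine axis, targets of the cluster from general knowledge, PI3K-Akt-mTOR negative regulators, glycolysis, TCA cycle and respiratory chain, cholesterol synthesis, cholesterol export and lipid handling, lysosome, cell cycle, unfolded protein response, antioxidant NRF2 response, immediate early genes, macrophage identity, and markers of 8 other cell types (neutrophil, B cell, T and NK cell, dendritic cell, mast cell and basophil, erythroid, fibroblast, endothelial). Lists with at least 3 tested members were tested, which left 24. That minimum was set after the list sizes and first tests had been seen. The test was camera of limma with a preset correlation between genes of 0.01, adjusted over the lists, with camera at an estimated correlation and fry beside it. Genes with a 7mer-m8 or 8mer site for miR-23a, miR-27a or miR-24 in the longest annotated 3' UTR were compared with genes without, by camera and against 10000 random lists matched on expression and 3' UTR length. For each microRNA, 30 sites of the same base composition in another order served as controls.

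Named genes follow a rule fixed before the data were examined. It takes up to 10 genes per direction with the largest change in each genotype comparison, among those past the threshold whose libraries did not overlap between groups, up to 6 per direction for M1 against M2 in wildtype and up to 5 for the difference. Up to 4 members per list with the smallest p and a fixed set of cytokine, marker and target genes were added. Gene models without a proper name, microRNA and small nucleolar RNA genes were skipped, which removed 1 gene each from the genes higher in *Mirc11-/-* M1 and M2. A gene picked by this rule is not reported here, and its place was not refilled.

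Alternatives were a pseudocount of 0.1, no filter or a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, a fit to only the groups compared, array weights, no intensity trend, the number in the titles as a fixed or random block, and leaving out each library in turn. Leaving out chromosome 8 genes and leaving out genes listed at 0 in a library were chosen after seeing the data. The limits that decide each explanation weighed in the closing section were written after the tests had been run. For the 3' UTR length test, the limit was replaced more than once, since one could not fail and another used the spread of splits that carry part of the real difference. It now uses the spread of the control sites. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.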

Results

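RNA was sequenced from bone marrow-derived macrophages of wildtype and *Mirc11-/-* mice after 24 h of M1 or M2 polarization, with 3 libraries in each of the 4 groups. Between 14366 and 14708 genes had a value above 0 in a library, and the 10 most abundant genes held 15.8% to 21.7% of the summed FPKM. Across genes, libraries of the same group correlated at 0.988 to 0.997 on the log2 scale. The first principal component held 91.1% of the variance, and the second 2.4%.

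*Nos2*, the inducible nitric oxide synthase of M1 macrophages, lay between 938 and 1630 FPKM in all 6 libraries titled M1 and between 0.80 and 2.3 FPKM in all 6 titled M2. *Il12b*, a subunit of interleukin 12, lay between 45.5 and 86.9 FPKM in the M1-titled libraries and between 0.031 and 0.094 FPKM in the others. The 6 libraries whose treatment field disagrees with the title lay within these ranges of their title. The deleted microRNA genes *Mir23a* and *Mir24-2* were listed at 0 in every library. *Mir27a* was listed at 101.5 FPKM in library Wt2261M1 and at 0 in the others, so these FPKM values check nothing about genotype. In the authors' tables, the log2 fold change of *Mir24-2* was -0.57 in M1 (adjusted p = 0.00014) and -0.68 in M2 (adjusted p = 2.3e-09), and in M2 that of *Mir27a* was -0.45 (adjusted p = 2.1e-05) and that of *Mir23a* -0.33 (adjusted p = 0.00087). In M1 those of *Mir27a* (-0.37) and *Mir23a* (-0.32) had no adjusted p. None of these listed changes is near a complete loss, but the authors' fold changes can be smaller than the FPKM imply. For *Cyp4f18* in M2 theirs was -2.54, with 5.95 to 7.82 FPKM in wildtype and 0.23 to 0.31 FPKM in *Mirc11-/-* libraries. The listed values therefore do not measure how complete the loss is.

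**Figure D1:**
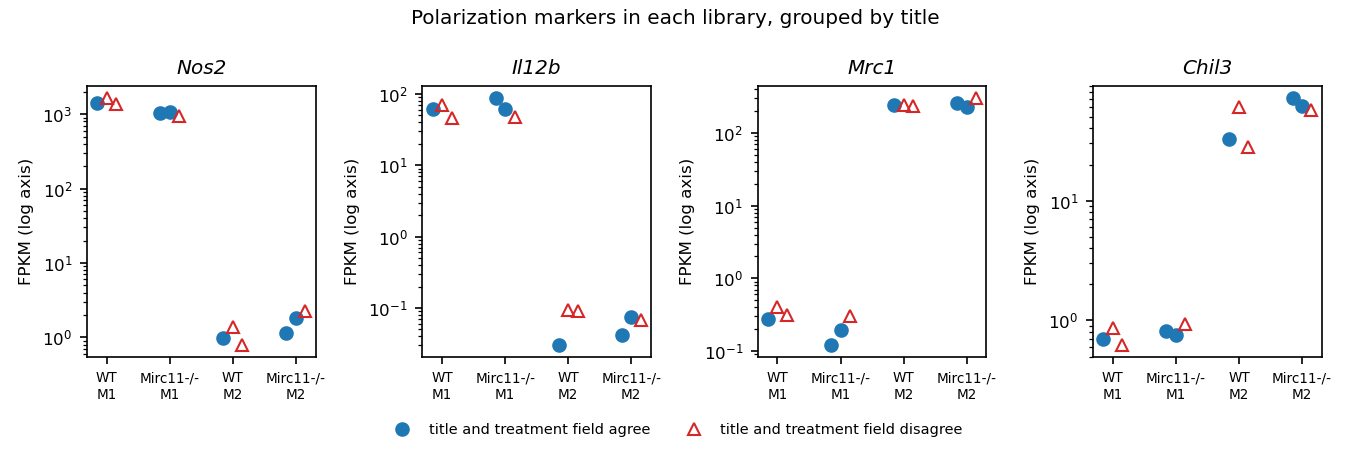
FPKM of 4 polarization markers in each library on log axes, by the group of the title (3 libraries per group), with the 6 libraries whose treatment field disagrees with the title as open triangles. Nos2 sits at 938 FPKM or more in every library titled M1 and at 2.3 FPKM or less in every library titled M2.

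M1 against M2 polarization asked how the polarized states differed. The 4 groups hold no unstimulated macrophages. A gene said to rise or fall in M1 may therefore owe this to a change in M2. In wildtype cells, inflammatory genes rose in M1 by large factors. *Nos2* averaged 1476 ± 135 FPKM in M1 and 1.06 ± 0.29 FPKM in M2 (SD, n = 3). *Il1b*, encoding interleukin 1 beta, averaged 1667 ± 110 FPKM in M1 and 3.34 ± 0.55 FPKM in M2. *Lcn2*, encoding the iron-carrier-binding lipocalin 2, rose by 9.04 on the log2 scale, *U90926* by 8.65, and the chemokine genes *Cxcl10* and *Cxcl9* by 8.53 and 7.89. *Mrc1*, encoding the mannose receptor of M2 macrophages, averaged 241 ± 3.6 FPKM in M2 and 0.33 ± 0.066 FPKM in M1. *Atp6v0d2*, a subunit of the vacuolar proton pump, fell in M1 by 6.85 on the log2 scale, the transcription factor gene *Egr2* by 6.05 and the cyclooxygenase gene *Ptgs1* by 5.76. *Retnla*, encoding an M2-associated secreted protein, was listed at 0 in all M1 libraries and averaged 63.6 ± 24.2 FPKM in wildtype M2. *Fth1*, the ferritin heavy chain gene that all cells use, was listed at 0 in all 6 M1 libraries and averaged 19852 FPKM in wildtype M2, so its M1 value is read as a missing estimate.

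Among the fixed lists, all 30 tested M1 markers rose in wildtype M1 (median log2 change 4.71), and 24 of 27 M2 markers fell (median -3.17). Of 35 type I interferon response genes, 34 rose. Of 21 glycolysis genes, 20 rose (median 1.71), among them *Pfkl* and *Pfkfb3*, while 30 of 32 genes of the TCA cycle and respiratory chain fell (median -0.54). All 24 cholesterol synthesis genes fell (median -1.04), as did 27 of 30 lysosome genes and 18 of 20 cell cycle genes. Chemokines, MHC class I presentation, NF-kB negative regulators and the TLR pathway were the other lists that passed, all upward, which made 12 of 24 lists. With an estimated correlation, only the M1 markers passed (adjusted p = 0.0070), and fry, which does not compare a list with other genes, called 23. The antioxidant NRF2 list did not pass, and its median was 0.36 while its mean was -0.36, owing to *Fth1*. The sum over neutrophil markers was 1499 FPKM in wildtype M1 and 71.7 FPKM in wildtype M2, with *Lcn2* the largest member.

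In wildtype cells 7970 genes passed the test, 2696 higher and 5274 lower in M1, and in *Mirc11-/-* cells 8106 did, 2632 higher and 5474 lower. All 30 M1 markers rose in *Mirc11-/-* cells as well, and 13 lists passed there, of which only the M1 markers held with an estimated correlation (adjusted p = 0.0069). The balance of directions rests on the scaling. The median over all genes was -0.19 in wildtype and -0.21 in *Mirc11-/-* cells, and after median-of-ratios scaling 50.1% of the calls were higher in M1 in each genotype, against 33.8% and 32.5% with the deposited values. The share of genes whose groups did not overlap was 80.8% and 81.0%, where chance gives 10%.

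The comparison of *Mirc11-/-* with wildtype cells in M1 asked what the loss of the cluster changed under inflammatory stimuli. *Acsl1*, encoding a long-chain acyl-CoA synthetase, fell from 425 ± 62.4 FPKM in wildtype to 127 ± 11.5 FPKM in *Mirc11-/-* cells, and *Lpl*, encoding lipoprotein lipase, from 39.1 ± 5.3 to 12.3 ± 2.2 FPKM (SD, n = 3). *Slpi*, encoding a secreted protease inhibitor, averaged 339 ± 99.1 FPKM in wildtype and 139 ± 11.1 FPKM in *Mirc11-/-* cells. *Psat1*, an enzyme of serine synthesis, rose from 17.4 ± 1.6 to 57.0 ± 2.75 FPKM. The glutathione transferase genes *Gstt1* and *Gstt4* rose by 1.36 and 1.37 on the log2 scale, and *Cd5l*, encoding a secreted macrophage protein, by 1.23. *Cacna1a*, a calcium channel subunit gene, rose from 0.29 ± 0.081 to 3.72 ± 0.19 FPKM, and *Ocel1* and *Fam32a* each rose by 1.39 on the log2 scale. *Enpp2*, *Sprr2d* and *Grap* rose by 1.23, 1.21 and 1.21. *Mfap3l* fell by 1.79, *B3gnt3* by 1.68, *Stac2* by 1.49, *Cyp4f18* by 1.43, *Gdf15* by 1.32, *Pmp22* by 1.30 and *Wdfy1* by 1.29. In each of these 20 genes the 3 libraries of a genotype lay on one side of the other 3, and adjusted p ranged from 4.7e-08 for *Cacna1a* to 0.0030 for *Gstt1*. *Cacna1a*, *Ocel1*, *Fam32a*, *Mfap3l*, *Acsl1*, *B3gnt3*, *Lpl*, *Cyp4f18* and *Gdf15* lie on chromosome 8, which carries the deleted cluster.

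MHC class II presentation genes were lower in *Mirc11-/-* M1 macrophages. Of 10 tested members, 6 fell and 4 did not pass, and 8 fell when p was adjusted over the list alone. *H2-Aa* fell by 0.80 on the log2 scale (SE 0.14), *H2-Eb1* by 0.79, *H2-Ab1* by 0.72 and *Ciita*, encoding the transactivator of this class, by 0.70. The list passed (median -0.56, adjusted p = 0.00041), with adjusted p = 0.74 with an estimated correlation and 0.049 by fry. Of 22 genes of cholesterol export and lipid handling, 7 fell and none rose (9 adjusted over the list alone). *Acsl1* and *Lpl* led the list, followed by *Fabp4*, encoding a fatty acid-binding protein (-0.48), and *Soat1*, encoding a sterol esterifying enzyme (-0.29). That list passed (adjusted p = 0.026), with adjusted p = 0.33 with an estimated correlation, without chromosome 8 genes its adjusted p was 0.25, and in a fit to only the M1 libraries it was 0.061. Among 15 immediate early genes, 6 rose and 1 fell (7 and 1 adjusted over the list alone), with *Egr1* at 0.73, *Dusp1* at 0.40, *Klf6* at 0.34 and *Jund* at 0.32. Among 25 NF-kB negative regulators, 4 rose and 1 fell (7 and 1 adjusted over the list alone), with *Tnip3* at 0.57, *Nfkbia* at 0.30, *Tnip1* at 0.18 and *Tollip* at -0.19. These lists each passed at adjusted p = 0.0086, with adjusted p = 0.74 with an estimated correlation, and neither passed after quantile normalization (adjusted p = 0.058 and 0.094) or by fry (adjusted p = 0.099 for each). Of the immediate early genes, 4 lie on chromosome 8, *Jund* among them, and without chromosome 8 genes that list did not pass (adjusted p = 0.089). The calls on *Fabp4*, *Soat1*, *Jund*, *Nfkbia*, *Tnip1* and *Tollip* each ended with at least 1 library left out, and all of these but *Fabp4*, and *Egr1* and *Dusp1*, ended with only the 6 libraries whose labels agree. The other 20 lists did not pass by camera (adjusted p from 0.10 to 0.93). By fry endothelial markers also passed (adjusted p = 0.013), of which 1 of 3 tested members rose, with adjusted p = 0.36 by camera.

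*Nos2* fell from 1476 ± 135 FPKM in wildtype to 1020 ± 74 FPKM in *Mirc11-/-* M1 cells (log2 change -0.53, SE 0.14, adjusted p = 0.027). The call on *Nos2* ended in 5 of the 12 fits with a library left out (adjusted p up to 0.11), with a pseudocount of 0.1, without a filter, after quantile normalization and with only the 6 libraries whose labels agree (adjusted p = 0.18). *Arg1*, encoding the arginase that competes for the same substrate, fell from 11.9 ± 3.8 to 5.12 ± 0.33 FPKM (adjusted p = 0.0027). *Il10*, encoding an anti-inflammatory cytokine and fixed as a target of the cluster, had a log2 change of 0.45 (SE 0.15, adjusted p = 0.069). Changes of *Tnf* (0.16), *Il6* (0.08), *Il12b* (0.11), *Il1b* (0.04), *Tnfaip3* (0.25), *Cblb* (0.22) and *Itch* (-0.04) did not pass.

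In all, 1414 genes passed in M1, 607 higher and 807 lower in *Mirc11-/-* cells, of which 19 and 18 changed by at least 1 on the log2 scale. The groups did not overlap for 31.5% of genes, where chance gives 10%. The direction of the excess depends on scaling, since 42.9% of calls were higher with the deposited values and 55.3% after median-of-ratios scaling. The count was 753 without library Ako2272M1 and 762 without library Wt2261M1.

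In M2, the comparison asked what the loss of the cluster changed under IL-4 and IL-13. Of 27 M2 markers, 6 were higher in *Mirc11-/-* cells. *Arg1* rose from 37.7 ± 4.6 FPKM in wildtype to 76.5 ± 9.2 FPKM, *Retnla* from 63.6 ± 24.2 to 171 ± 44.6 FPKM, and *Clec10a*, encoding a galactose-type lectin of M2 macrophages, from 9.07 ± 2.4 to 23.8 ± 3.0 FPKM (SD, n = 3). The chemokine gene *Ccl5* rose from 346 ± 75.4 to 681 ± 108 FPKM, *Il1b* from 3.34 ± 0.55 to 7.29 ± 1.2 FPKM, and *Mmp13*, encoding a collagenase, from 7.36 ± 1.1 to 15.9 ± 2.7 FPKM. *Cacna1a* rose by 2.06 on the log2 scale, *Ocel1* by 1.41, *Cpne8* by 1.29, *Gstt1* by 1.05 and *Armc6* by 1.01. *Cyp4f18*, encoding a cytochrome P450, fell from 7.13 ± 1.0 to 0.27 ± 0.037 FPKM. *Wdfy1*, encoding an endosomal protein, fell by 1.59 on the log2 scale, *Vegfc*, encoding a lymphatic growth factor, by 1.25, *Gdf15* by 1.15, *Pianp* by 1.14, *B3gnt3* by 1.14, *Rnf150* by 1.13, *Stac2* by 1.01, *Tnfsf13* by 0.96 and *Tmem221* by 0.94. Adjusted p ranged from 1.6e-08 for *Cacna1a* to 0.026 for *Stac2*. *Cacna1a*, *Ocel1*, *Armc6*, *Cyp4f18*, *Vegfc*, *Gdf15*, *B3gnt3*, *Rnf150* and *Tmem221* lie on chromosome 8. The call on *Retnla* ended in a fit to only the M2 libraries (adjusted p = 0.061), and those on *Ccl5* (0.057) and *Tmem221* (0.076) ended with only the 6 libraries whose labels agree. The calls on *Gstt1* and *Stac2* each ended in 4 of the 12 fits with a library left out (adjusted p up to 0.11 for each) and without a filter. In the authors' table for M2, the log2 fold change of *Retnla* was 0.40 (adjusted p = 0.0094), against 1.45 here.

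**Figure D2:**
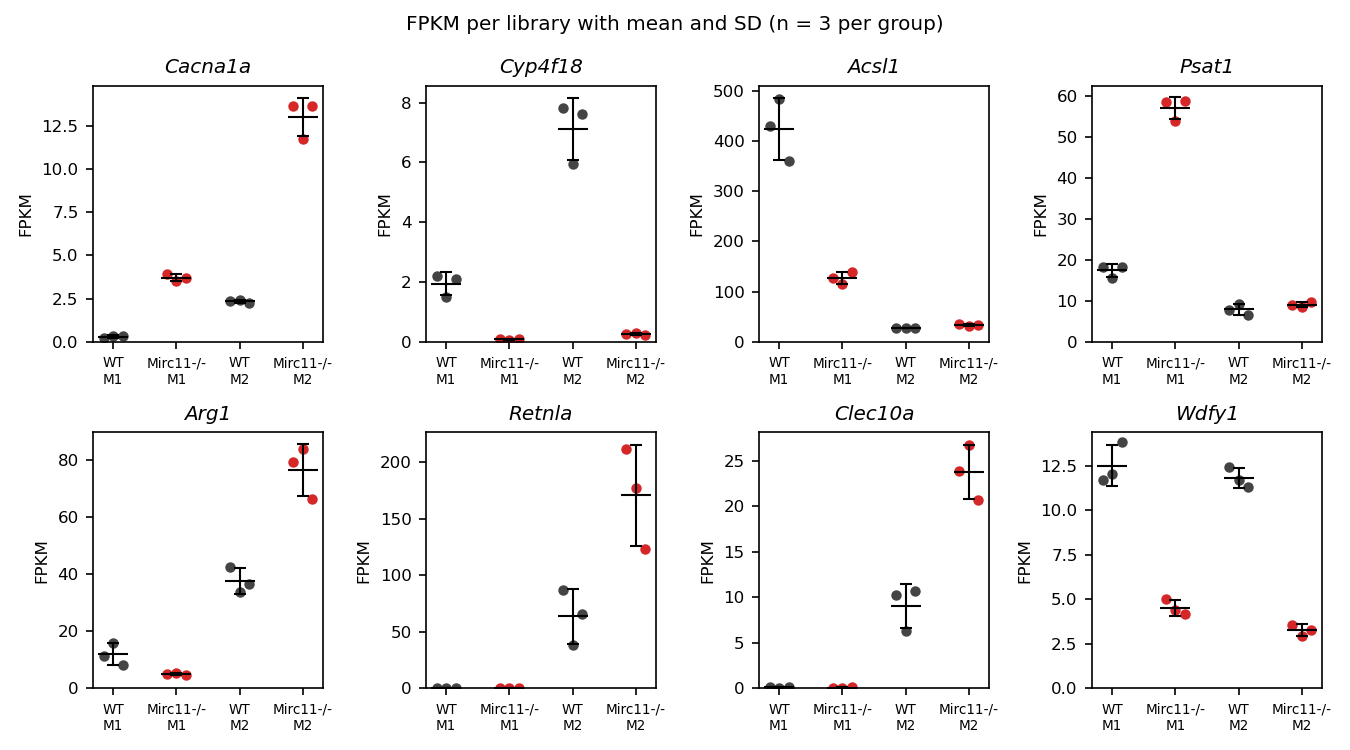
FPKM of 8 genes per library (points, 3 per group), with the group mean (horizontal mark) and SD (error bar), wildtype in dark grey and Mirc11-/- in red, on linear axes that start at 0. Arg1 averages 11.9 FPKM in wildtype and 5.12 FPKM in Mirc11-/- M1 cells, and 37.7 FPKM and 76.5 FPKM in M2.

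Cholesterol synthesis genes were lower in *Mirc11-/-* M2 macrophages. Of 24 tested members, 7 fell and none rose, and 16 fell when p was adjusted over the list alone. *Fdps* fell by 0.52 on the log2 scale (SE 0.11), *Hsd17b7* by 0.42 and *Cyp51* by 0.39. The list had a median of -0.27 (adjusted p = 1.3e-11), and adjusted p = 0.56 with an estimated correlation. Of 20 cell cycle genes, 2 fell, *Mcm3* (-0.28) and *Mcm5* (-0.43), encoding parts of the replicative helicase, and 11 fell adjusted over the list alone (adjusted p = 5.3e-06, and 0.60 with an estimated correlation). Of 27 M2 markers, 6 rose, among them *Arg1*, *Retnla* and *Clec10a*, and *Il27ra* fell by 0.60 (11 rose and 2 fell adjusted over the list alone). The M2 marker list passed at adjusted p = 0.0082, with adjusted p = 0.60 with an estimated correlation, and did not pass without library Wt2262M2 (adjusted p = 0.081). Of 30 M1 markers, 3 rose, namely *Il1b*, *Ccl5* and the scavenger receptor gene *Marco* (0.75), and none fell (8 and 1 adjusted over the list alone; adjusted p = 0.015, and 0.60 with an estimated correlation). In a fit to only the M2 libraries the M1 marker list did not pass. Of 20 chemokine genes, 3 rose, *Ccl5*, *Ccl2* (0.89) and *Ccl24* (0.91), and 4 did adjusted over the list alone (adjusted p = 0.0082, and 0.29 with an estimated correlation). Of 20 antioxidant NRF2 genes, 2 rose, *G6pdx* (0.32) and *Gsr* (0.40), both enzymes of NADPH or glutathione recycling, and 6 did adjusted over the list alone (adjusted p = 0.00019, and 0.60 with an estimated correlation). Of 10 MHC class II genes, *H2-Ab1* fell (-0.52), and 4 fell adjusted over the list alone (adjusted p = 0.017, and 0.77 with an estimated correlation). Without a filter (adjusted p = 0.072) and without library Ako2273M2 (adjusted p = 0.18) the MHC class II list did not pass by camera. The calls on *Fdps*, *Hsd17b7*, *Cyp51*, *Mcm3*, *Mcm5*, *Marco*, *Ccl24*, *Gsr* and *H2-Ab1* each ended with at least 2 of the 12 libraries left out in turn and in a fit to only the M2 libraries. Those on *Hsd17b7*, *Cyp51*, *Mcm3*, *Mcm5*, *Gsr*, *H2-Ab1*, *Ccl2* and *G6pdx* ended with only the 6 libraries whose labels agree, and those on *Fdps*, *Hsd17b7*, *Cyp51*, *Mcm3*, *Mcm5* and *H2-Ab1* without a filter. *Mcm5*, *Il27ra* and *Gsr* lie on chromosome 8. None of these 7 lists passed by fry, and the other 17 lists did not pass by camera (adjusted p from 0.052 to 0.87).

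In M2, 465 genes passed, 253 higher and 212 lower in *Mirc11-/-* cells, with 9 and 8 changed by at least 1 on the log2 scale. The groups did not overlap for 23.6% of genes, where chance gives 10%. *Chil3*, encoding a chitinase-like protein of M2 cells, had a log2 change of 0.71 (adjusted p = 0.075), and the changes of *Nos2* (0.41), *Mrc1* (0.12), *Tnf* (-0.22) and *Il10* (0.20) did not pass. The count was 201 without library Wt2261M2 and 224 without library Ako2271M2.

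Among genes called in both polarizations, 122 were higher and 113 lower in *Mirc11-/-* cells in each, where independent calls would give 15.1 and 16.9. The comparisons share no libraries, but they share the title numbers and each gene's estimate of spread from the fit to all 12 libraries. Their calls are therefore not independent, and the expected counts are only a reference. Another 5 rose in M1 and fell in M2 and 6 did the reverse, where independent calls would give 12.7 and 20.1, among them *Arg1*, *Icam1* and *Itgal*, encoding an adhesion molecule and an integrin subunit (chosen after their values were seen). Across the tested genes, which are not independent replicates, the *Mirc11-/-* effects in M1 and M2 correlated with Pearson r = 0.33 and Spearman rho = 0.41. The 9 other splits of the numbers gave up to 0.32 and 0.43. The covariance of the effects, which also grows with their size, was 0.0138, against up to 0.0058 in the other splits. Each other split keeps part of the real grouping, so it carries part of the real difference and is no measure of chance.

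The difference between the *Mirc11-/-* effects in M1 and M2 was tested directly. *Arg1* had the largest negative difference, -2.04 on the log2 scale (SE 0.24, adjusted p = 0.0021), since it fell in M1 and rose in M2. *Acsl1* followed at -2.01, with 27.3 ± 0.70 FPKM in wildtype and 33.5 ± 1.9 FPKM in *Mirc11-/-* M2 cells (SD, n = 3). *Hmox1*, encoding the haem-degrading oxygenase, differed by -1.37, with 1839 ± 208 FPKM in wildtype and 816 ± 103 FPKM in *Mirc11-/-* M1 cells and 263 ± 18.2 and 302 ± 18.8 FPKM in M2. *Clec4n*, a lectin gene, and *Thbs1*, encoding thrombospondin 1, differed by -1.45 and -1.42. *Psat1* differed by 1.48, *Gstt4* by 1.35, *Vegfc* by 1.33 and *Cyp4f18* by 1.24. *Sprr2d* was listed at 0 in all wildtype M2 libraries, so no fold is given for it here. *Acsl1*, *Hmox1*, *Vegfc* and *Cyp4f18* lie on chromosome 8. *Il1b* differed by -0.89 (adjusted p = 0.025) and *Nos2* by -0.94 (adjusted p = 0.034). The calls on *Clec4n*, *Thbs1*, *Il1b* and *Nos2* ended in 10, 6, 6 and 9 of the 12 fits with a library left out, and all 4 ended without a filter. Those on *Gstt4*, *Cyp4f18* and *Nos2* ended with a pseudocount of 0.1, and those on *Clec4n* and *Nos2* after quantile normalization. With only the 6 libraries whose labels agree, those on *Vegfc* (adjusted p = 0.051), *Gstt4* (adjusted p = 0.064), *Thbs1* and *Nos2* ended. In all 188 genes passed, 95 with a positive and 93 with a negative difference, with 79 without library Ako2272M1, and 59.5% of calls were positive after median-of-ratios scaling against 50.5%. Of the lists 8 passed, none with an estimated correlation (adjusted p from 0.48 to 0.72) and 1 by fry.

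Genes of chromosome 8, which holds the deleted cluster, were called more often than genes elsewhere. In M1, 125 of 558 tested genes of chromosome 8 passed (22.4%, against 13.5% on the other chromosomes; odds ratio 1.86, adjusted p = 5.0e-07 by Fisher's exact test over 20 chromosomes). In M2, 74 passed (13.3% against 4.1%; odds ratio 3.59, adjusted p = 6.8e-16 by Fisher's exact test). Of the 188 genes called for the difference, 24 lie on chromosome 8 (4.3% of its tested genes against 1.7%; odds ratio 2.58, adjusted p = 0.0024 by Fisher's exact test). No other chromosome passed in these tests. Of the 100 tested genes nearest to the cluster on each side, 31.5% passed in M1 and 25.5% in M2. Of the 35 of these genes called in both polarizations, 34 had the same sign. Without chromosome 8 genes, 1239 genes passed in M1 and 350 in M2.

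**Figure D3:**
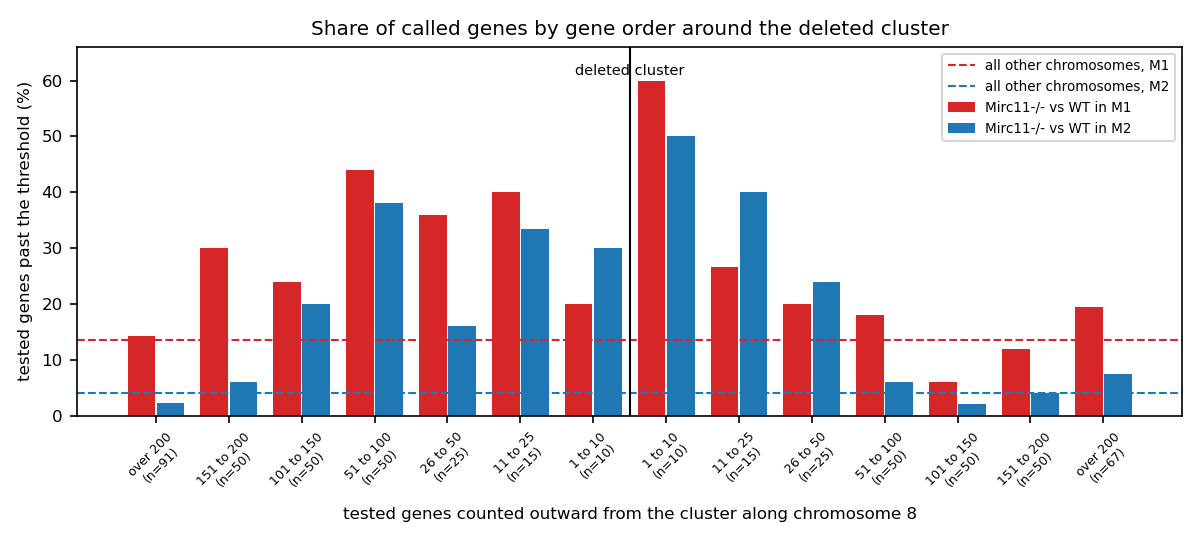
Share of tested genes past the threshold (percent, bars starting at 0) in Mirc11-/- against wildtype in M1 (red) and M2 (blue), in bins of tested genes counted outward from the deleted cluster along chromosome 8, with the share on all other chromosomes as dashed lines. The share in M2 is 25.5% over the nearest 100 genes on each side and 4.1% on the other chromosomes.

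Genes with sites for the deleted microRNAs would be the ones to shift in *Mirc11-/-* cells if targeting were lost. Mature microRNAs were not measured here. Any microRNA with the same seed made outside the cluster could still act on these sites, so a shift near 0 does not exclude a role of the cluster. In M1, the median log2 change of genes with sites minus that of genes without was -0.014 for miR-23a, -0.0092 for miR-27a and 0.0074 for miR-24. In M2 it was 0.00064 for miR-23a, 0.012 for miR-27a and 0.0077 for miR-24, with 1597, 1638 and 1855 genes with sites. By camera none of the 6 tests passed (adjusted p from 0.96 to 0.98). Without library Ako2272M2, that of miR-27a in M2 did (difference 0.028, adjusted p = 0.041 by camera). Against random lists matched on expression and 3' UTR length, the median of genes with sites lay at the 92.8 percentile for miR-23a in M1, at 99.85 for miR-27a in M1 and above all 10000 lists in the other 4 tests. The mean difference from matched genes was at most 0.031 on the log2 scale, and for 8mer sites alone it lay between 0.014 and 0.045. Of called genes with 8mer sites in M2, 39 were higher and 9 lower for miR-23a, 30 and 12 for miR-27a and 30 and 14 for miR-24, and in M1 59 and 61, 53 and 42, and 50 and 64. By camera none of the 6 tests of 8mer sites passed (adjusted p from 0.33 to 0.88). Of the 21 tested genes fixed as targets from general knowledge, *Ppif*, encoding mitochondrial cyclophilin, rose in M1 (0.46) and in M2 (0.72), *Smad5* fell in M1 (-0.23), and the list did not pass in either polarization (adjusted p = 0.70 and 0.47).

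In the authors' deposited tables, 1549 gene symbols had an adjusted p-value under 0.05 in M1 and 738 in M2. The authors' log2 fold change had the same sign for 1409 of 1412 genes called here in M1 and for all 463 in M2, and 1085 and 382 of them were past 0.05 in those tables as well.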

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

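Every test of an explanation in this part was chosen only after the result it bears on had been seen.

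A difference between polarizations in the *Mirc11-/-* effect was found by the test of that difference for 188 genes. Positive differences on the log2 scale were 1.48 for *Psat1*, 1.35 for *Gstt4*, 1.33 for *Vegfc* and 1.24 for *Cyp4f18*. Negative ones were -2.04 for *Arg1*, -2.01 for *Acsl1*, -1.45 for *Clec4n*, -1.42 for *Thbs1*, -1.37 for *Hmox1*, -0.94 for *Nos2* and -0.89 for *Il1b*. The values of *Gstt4*, *Cyp4f18* and *Nos2* involve FPKM near the floor and their calls ended with a pseudocount of 0.1, so they do not establish a difference in relative effect. The lists that differed had median differences of -0.22 (antioxidant NRF2 response), 0.22 (cell cycle), -0.073 (cholesterol export and lipid handling), 0.18 (cholesterol synthesis), -0.18 (glycolysis), -0.33 (M2 markers), -0.30 (MHC class II presentation) and 0.12 (NF-kB negative regulators), and none passed with an estimated correlation.

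Other splits of the libraries of a comparison number 10 with the real one included, too few for a share under 0.05. Every other split keeps libraries of the real groups 2 against 1, so it carries part of the real difference and widens the spread within its groups. Its counts are therefore no measure of chance without an effect, and they rank neither the gene calls nor the list calls. Splits with at least as many called genes were 1 of 10 in each comparison (1414, 465, 7970, 8106 and 188 genes, highest other 0). Splits with at least as many lists were 7 in *Mirc11-/-* against wildtype in M1 (4 lists, highest other 8), 4 in M2 (7, highest other 10), 8 in M1 against M2 in wildtype (12, highest other 15), 7 in *Mirc11-/-* cells (13, highest other 14) and 3 for the difference (8, highest other 9).

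Around the deleted cluster on chromosome 8, the odds ratio of a call in M2 among the nearest 100 tested genes on each side was 8.04. DNA of another strain carried along with the targeted locus would give such an excess, and so would an effect of the deletion on a wider region, so this value decides between neither, and the labels give C57BL/6. An effect on adjacent genes alone was not supported, since the 21st to 100th genes on each side still had an odds ratio of 6.58. Loss of targeting by the microRNAs would raise these genes, and 29 of the 51 called in M2 were lower. Expression values cannot show variants, and both explanations remain open.

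Lower cholesterol synthesis genes in *Mirc11-/-* M2 cells were set against technical explanations. Of the 24 members 7 passed, and the list passed only by camera at the preset correlation. Adjusted p was 0.56 by camera with an estimated correlation and 0.062 by fry. Median-of-ratios scaling left the list median at -0.27 and quantile normalization at -0.28. The median over all genes in M2 was already 0.0043, so these scalings could hardly have moved the list and decide nothing. Removing trends on GC content and transcript length left the list median at -0.26. The left-out library that brought it nearest to 0 left it at -0.22. Neither GC content and length nor a single library accounts for it. The real median was largest in 1 of 10 splits (0.27, highest other 0.24), too few for a share under 0.05. An effect of genotype cannot be separated from whatever else the numbers in the titles mark.

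Genes with sites for the deleted microRNAs lay slightly above genes matched on 3' UTR length and expression in *Mirc11-/-* cells, with a mean of 0.018 over the 6 differences. Control sites matched in the same way reached 0.040 for miR-24, and only 2 of the 6 differences, those of miR-23a and miR-27a in M2, lay over 2 SD of the control sites above their mean, so length and expression remain open for the others. Of 180 tests of control sites (30 sites per microRNA, each in M1 and M2), 15 had a difference at least as high, 13 of them among the miR-24 controls. Base composition therefore remains open for miR-24. For miR-23a and for miR-27a, 1 of 30 control sites reached the real site in M1 and 0 of 30 in M2, which argues against base composition for them in M2. For the median differences, which were not matched on length or expression, at most 3 of the 30 control sites of a test lay above the real site. For the mean over the 6 tests the real split was 1 of 10 (0.018, highest other 0.0076), too few for a share under 0.05, while single tests were exceeded in other splits for miR-23a in M1 (0.011 against 0.0061) and M2 (0.021 against 0.015) and for miR-24 in M1 (-0.023 against 0.018), and nearly matched for miR-24 in M2 (0.0186 against 0.0187). With all libraries grouped by title, none of the camera tests passed. Without library Ako2272M2, that of miR-27a in M2 did (median difference 0.028, adjusted p = 0.041 by camera). For 8mer sites alone, differences were 0.014 to 0.045 without controls of their own, so a small loss of repression remains open.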

How the results depend on the processing

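The 12 libraries, 3 per group, limit which small changes could be found, absolute depth is unknown, and weakly expressed genes have compressed folds. Pseudocount, scaling, filter, trend, array weights, blocks and left-out libraries reversed 0 of the called named genes and lists, but some ended calls. The fit to only the groups compared ended 12 calls on named genes and 2 on lists, no filter 15 and 3, a pseudocount of 0.1 ended 6 on genes, quantile normalization 4 on genes and 2 on lists, a mean of at least 5 FPKM *Mcm5* in M2, and median-of-ratios scaling and the fixed replicate block each *N4bp1* for the difference. With the random replicate block, lists were tested by a variant of camera on the t-statistics of the fit. The call on the MHC class II list for the difference ended there, and the block cannot be told apart from the change of test. The 6 libraries whose labels agree ended 26 calls on named genes and 1 on a list, with fewer samples. All 19 calls on named genes in M1 against M2 in wildtype held with each library left out. In *Mirc11-/-* against wildtype in M1, 7 of 36 named calls ended with at least 1 library left out (*Nos2*, *Nfkbia*, *Tollip*, *Jund*, *Soat1*, *Fabp4*, *Tnip1*). In M2, 11 of 33 did (*Mcm5*, *Mcm3*, *H2-Ab1*, *Fdps*, *Hsd17b7*, *Cyp51*, *Gstt1*, *Stac2*, *Ccl24*, *Gsr*, *Marco*), and for the difference 6 of 17 did (*N4bp1*, *Clec4n*, *Nos2*, *Gclc*, *Il1b*, *Thbs1*). Among lists, cholesterol export in M1 (adjusted p up to 0.052), M2 markers (0.081) and MHC class II (0.18) in M2 each lost the call with 1 library left out, and MHC class II, cholesterol export and glycolysis did for the difference with 6, 7 and 1.

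A fit to only the groups compared called 869 genes in M1 and 273 in M2, with fewer samples to estimate the spread. Array weights called 2640 in M1, 2252 in M2 and 1283 for the difference, and the cause was not tested. A mean of at least 5 FPKM left 122 calls for the difference, with fewer genes tested. With each library left out in turn, calls ranged from 753 to 1516 in M1, from 201 to 480 in M2 and from 79 to 292 for the difference, and lists past the threshold in M1 from 3 to 7. The median difference of genes with miR-27a sites ranged from -0.028 to 0.0031 in M1 and from -0.0041 to 0.028 in M2. That of miR-23a ranged from -0.037 to 0.0039 in M1 and from -0.021 to 0.032 in M2. That of miR-24 ranged from -0.0033 to 0.014 in M1 and from 0.0045 to 0.013 in M2. Only that of miR-24 in M2 kept its sign throughout. Without chromosome 8 genes, 2 lists passed in M1. With an estimated correlation, camera called 0 lists in M1, 0 in M2, 1 in M1 against M2 in each genotype and 0 for the difference, and fry called 3 in M1, 0 in M2, 23 in M1 against M2 in each genotype and 1 for the difference. Against matched random lists, the median difference was 0.011 for miR-27a in M1, where the sign reversed, 0.024 for miR-24 in M1, and 0.013 for miR-23a, 0.025 for miR-27a and 0.016 for miR-24 in M2. At an adjusted p-value under 0.01, the authors' tables held 1017 symbols in M1 and 447 in M2.

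The number in the titles as a replicate block moved no count of calls by over 1.5 times. As a fixed replicate block it gave 7829 and 7978 calls for M1 against M2 in wildtype and *Mirc11-/-* cells and 151 for the difference, and as a random block 1409 in M1, 468 in M2, 7990, 8124 and 199. Deviations of libraries with the same number correlated at -0.29 to 0.21 and of other libraries at -0.27 to 0.35, so the numbers gave no sign of pairing. No paired analysis was possible because wildtype and *Mirc11-/-* libraries share no number, as far as the genotype comparisons are concerned.

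The 6 libraries on which title and treatment field agree called 457 genes in M1, 117 in M2 and 58 for the difference, with 7 lists in M1 and a correlation of 0.15 between the *Mirc11-/-* effects. Each wildtype group then holds 1 library, which is assumed to vary like the other group. Grouping by the treatment field mixes M1 and M2 profiles within groups. It called 2 genes in M1, 2 in M2 and 0 in M1 against M2 in wildtype, 0 in *Mirc11-/-* cells and 0 for the difference, with 15 lists in M1 and a correlation of -0.69, and it reversed 70 results. Under it, reversed log2 values in *Mirc11-/-* against wildtype in M1 were *Cd5l* -0.16, *Acsl1* 0.18, *Slpi* 0.15, *Nos2* 3.08, *Jund* -0.15. Under it, reversed log2 values in *Mirc11-/-* against wildtype in M2 were *Mmp13* -1.10, *Ccl5* -0.99, *Tnfsf13* 0.34, *Il1b* -2.22, *Gsr* -0.43, *Mcm3* 0.32, *Mcm5* 0.30, *Ccl2* -0.0819, *Fdps* 0.27, *Cyp51* 0.50, *Marco* -0.93, *Il27ra* 0.31. Reversed list medians in *Mirc11-/-* against wildtype in M2 were antioxidant NRF2 response -0.0131, cell cycle 0.31, chemokines -0.16, cholesterol synthesis 0.25, M1 markers -1.42, MHC class II presentation 0.18. Under it, reversed log2 values in M1 against M2 in wildtype were *Nos2* -3.17, *Lcn2* -3.08, *U90926* -2.99, *Il1b* -2.87, *Cxcl10* -2.51, *Cxcl9* -2.63, *Mrc1* 2.45, *Atp6v0d2* 2.27, *Egr2* 2.02, *Ptgs1* 1.85, *Il12b* -1.85, *Il6* -2.17, *Tnf* -1.36, *Il10* -0.69, *Arg1* 0.42, *Chil3* 1.64, *Tnfaip3* -0.56, *Cblb* 0.43, *Itch* 0.0508. Reversed list medians in M1 against M2 in wildtype were cell cycle 0.49, chemokines -0.82, cholesterol synthesis 0.37, glycolysis -0.53, lysosome 0.52, M1 markers -1.57, M2 markers 0.97, MHC class I presentation -0.17, NF-kB negative regulators -0.31, TCA cycle and respiratory chain 0.24, TLR pathway -0.12, type I interferon response -0.56. Under it, reversed log2 values in the difference between the effects were *Cyp4f18* -0.60, *Acsl1* 1.80, *Clec4n* 0.60, *Thbs1* 3.01, *Hmox1* 1.21, *Nos2* 6.28, *Il1b* 5.41, *Il27ra* -1.28, *N4bp1* 0.81. Reversed list medians in the difference between the effects were antioxidant NRF2 response 0.0407, cell cycle -0.93, cholesterol synthesis -0.75, glycolysis 1.05. Median differences of genes with sites were 0.059 for miR-23a and 0.061 for miR-27a in M1 and -0.070 for miR-23a in M2.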

Other observations

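Markers of other cell types differed widely in level. Summed over each list, B cell markers reached 12.2 FPKM in *Mirc11-/-* M2 and 12.5 FPKM in wildtype M2, with *Cd22* the largest, and 2.26 and 2.17 FPKM in M1. T and NK cell markers summed to 11.9 FPKM in *Mirc11-/-* M2 and 16.5 FPKM in wildtype M2, with *Cd4* the largest. Mast cell and basophil markers stayed at or below 3.89 FPKM. Erythroid markers summed to 4.48 FPKM in *Mirc11-/-* and 2.20 FPKM in wildtype M1 cells, and to 4.64 and 3.34 FPKM in M2. Fibroblast markers summed to 2.40 FPKM in *Mirc11-/-* and 1.41 FPKM in wildtype M1 cells, and to 1.80 and 0.83 FPKM in M2. These sums were not tested. Endothelial markers summed to 15.2 FPKM in *Mirc11-/-* M1 and 10.97 FPKM in wildtype M1, with *Pecam1* the largest. Dendritic cell markers summed to 1461 FPKM in *Mirc11-/-* M1 and 1204 FPKM in wildtype M1, almost all from *Bst2*, an interferon-induced gene.

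Lists with fewer than 3 tested members were not tested. B cell, erythroid, and mast cell and basophil markers had 1 tested member each, T and NK cell markers had 2, and fibroblast markers had 0.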
